A study of Gallus gallus with 4 samples (genomic DNA). Its data were reported in "The chicken erythrocyte epigenome" (2016).

How the data were processed

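The samples were chromatin immunoprecipitation sequencing (ChIP-seq) libraries from chicken polychromatic erythrocytes, the immature, nucleated and non-dividing red blood cells that anemic hens release. Antibodies against histone H3 trimethylated at lysine 4 (H3K4me3) or acetylated at lysine 27 (H3K27ac) were used on formaldehyde-treated chromatin that, per the labels, had been sheared to fragments of 200 bp. The 4 samples were 1 H3K4me3 library, 1 H3K27ac library, 1 H3K27ac library labelled as sequenced on a MiSeq instrument, and 1 input DNA library. All 4 were labelled as the same pooled cell sample, so no group held a biological replicate. The input had no file of its own among those analysed here and entered only as the control of the first 2 peak lists.

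The authors mapped the H3K4me3, H3K27ac and input reads, from a SOLiD sequencer, to the galGal3 assembly with LifeScope, and merged the alignment files of each library before peak calling. Peaks in all 3 lists were called by the authors with MACS 1.4.2, a peak caller that compares the number of tags (mapped reads) in a window with a Poisson background. Per the file headers, the p-value cutoff was 1e-05, the effective genome size was 1 Gb, and at most 1 tag was kept at each position. For H3K4me3 and H3K27ac the background came from the same input library, with local windows of 1 kb and 10 kb, and the larger dataset was scaled to the smaller. The H3K27ac MiSeq list was called with no control, and its background came from 10-kb windows of the ChIP tags themselves. Neither its aligner nor its genome build was stated, but its peaks reach nearly the same furthest position on chromosome 1 as those of the H3K27ac list. Coordinates are given as the files give them, counted from 1.

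Each deposited list gave a tag count per peak, which is a raw count after removal of duplicate positions. The deposited fold enrichment is the ratio of the tag height at the summit to the estimated background. The deposited score is the −log10 of the p-value multiplied by 10, so that the cutoff lies at 50. For the 2 lists with an input, the authors also deposited a false discovery rate (FDR) in percent, which MACS obtains by swapping ChIP and input. Fold enrichment and score are relative to different backgrounds in the MiSeq list and in the other 2, and were not compared in size between them.

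Depth was read from the file headers. After removal of duplicates, 14646865 tags remained for H3K4me3, 18663327 for H3K27ac, 8244544 for H3K27ac MiSeq and 19746517 for the input. Shares of peaks are given with Wilson 95% confidence intervals. These intervals cover the sampling of peaks only and not the variation between birds or libraries.

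The lists were read as deposited, with no further filter. A peak was counted as shared when it overlapped a peak of the other list by at least 1 bp. Overlap was tested with a permutation test in which one list was moved 10000 times by a random circular shift within each chromosome, which keeps the number, widths and spacing of its peaks, and the p-value is one-sided. No genome was used here, so the length of a chromosome was taken as the furthest peak end in any list. Medians were compared with permutation tests over peaks (100000 permutations), and correlations across peaks with permutation tests on pairs of peaks that were each other's largest overlap. Numbers of peaks on chromosome classes were compared with Fisher's exact test, with chromosomes 9 and higher and W taken as microchromosomes. Benjamini-Hochberg adjustment was applied within the overlap tests, the tests of shared against unshared peaks and the correlations. Other p-values, including those for widths and chromosome classes, are unadjusted. The smallest p-value the shifts can give is 1e-04, and the smallest the permutations can give is 1e-05. Peaks of one library are not independent replicates, so each p-value describes the lists and not a population of birds. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. The tests were checked on simulated lists, in which all 200 planted overlaps were recovered and 5 of 100 lists placed at random gave an overlap p-value under 0.05. The planted peaks were copies moved by less than the width of any peak, so their recovery checks the counting only. The lists placed at random lacked the clustering of the real peaks, so the error rate on clustered lists was not checked.

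Peaks named individually were chosen by a rule fixed before the files were available. They are the 3 peaks with the highest fold enrichment in each list, with ties broken by score, and the peaks within 1 Mb of position 28 Mb on chromosome Z. The alternatives tried were reciprocal 50% overlap, 50% of the shorter peak, a distance of up to 1 kb, equal numbers of peaks, peaks at or above the median fold enrichment of their list, merging of peaks within 1 kb, assembled chromosomes only, random placement as the null, another boundary for the microchromosomes, autosomes only, the MiSeq list in place of the H3K27ac list, and other measures of peak strength. A limit of 5% on the FDR was added after the files had been seen. A planned comparison with transcription start sites and the planned peaks at named genes were left out, because no annotation of the files' assembly was at hand.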

Results

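To map 2 active chromatin marks in chicken polychromatic erythrocytes, H3K4me3 and H3K27ac were profiled by ChIP-seq in a single pool of cells. The paper takes H3K27ac as a sign of enhancers and promoters in use. It places H3K4me3, for mammals, near the start of the body of active genes. The data comprised 3 peak lists, each from 1 library (no replicates). The H3K4me3 library had 15735764 mapped tags, of which 14646865 (93.08%) remained after removal of duplicates. The corresponding totals were 20084812 and 18663327 (92.92%) for H3K27ac. The H3K27ac MiSeq library was shallower, with 8371752 mapped tags and 8244544 (98.48%) retained. The input used for the first 2 lists had 21232900 mapped tags, of which 19746517 were retained.

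The H3K4me3 list held 1542 peaks covering 337.9 kb, the H3K27ac list 994 peaks covering 172.9 kb, and the H3K27ac MiSeq list 2301 peaks covering 1184.6 kb (no replicates). Peaks took up a small part of each library. Tags inside peaks made up 0.295% of the retained H3K4me3 tags (Wilson 95% confidence interval 0.292 to 0.298%) and 0.097% of the H3K27ac tags (0.096 to 0.098%). In the MiSeq library the share was 1.735% (1.726 to 1.744%). Individual peaks rested on few tags, with a median of 14 tags per peak for H3K4me3 (interquartile range 11 to 22), 14 for H3K27ac (12 to 18) and 22 for H3K27ac MiSeq (14 to 40). The median fold enrichment over background was 10.39 for H3K4me3 (interquartile range 8.91 to 12.21), 8.66 for H3K27ac (7.84 to 10.03) and 8.64 for H3K27ac MiSeq (6.5 to 11.28). The lists with an input differed in their error rate. The FDR reached at most 1.83% among H3K4me3 peaks (median 0.88%), against 14.99% among H3K27ac peaks (median 7.25%), of which 392 (39.4%) had an FDR of 5% or less. The number of H3K27ac peaks was therefore sensitive to a limit on the FDR, falling from 994 to 392 at 5%. Every H3K4me3 peak passes that limit, and the MiSeq list has no FDR to limit.

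The peaks of highest fold enrichment lay at different places in the 3 lists. For H3K4me3, the 3 first-ranked peaks all had a fold enrichment of 23.75 and an FDR of 0%. They were located on chromosome 5 at 18044989 to 18046510 (221 tags), on chromosome 1 at 14742202 to 14742766 (81 tags) and on chromosome 1 at 121773491 to 121773853 (52 tags). None of them overlapped an H3K27ac peak of either list. The highest H3K27ac peak was on chromosome 14 at 12733267 to 12733467, with a fold enrichment of 16.54, 23 tags and an FDR of 1.1%. It was followed by a peak on chromosome 4 at 36100374 to 36100605, with a fold enrichment of 15.48 and 31 tags, which overlapped an H3K4me3 peak. The third was on chromosome 6 at 23425008 to 23425206 (fold enrichment 14.29, 22 tags). In the MiSeq list, the peaks on chromosome Z at 60375798 to 60375928 and at 67450474 to 67450727 had fold enrichments of 85.29 and 76.25, and the peak on chromosome 3 at 105846542 to 105846770 had 73.9. Those 3 peaks overlapped no peak of the other lists. Gene, exon and UTR annotations were not at hand, so these positions were not assigned to genes. Each of these values comes from 1 library, without a replicate.

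The first comparison asked whether H3K4me3 and H3K27ac occupied the same positions. Of the 1542 H3K4me3 peaks, 192 overlapped an H3K27ac peak, which is 12.5% (Wilson 95% confidence interval 10.9 to 14.2%). Circular shifts gave a mean of 0.88 shared peaks (SD 1.13 over 10000 shifts), so that the overlap was 218.7 times that of the shifted lists (permutation p = 1e-04, the smallest the shifts can give, adjusted p = 1e-04 over 6 overlap tests). In the other direction, 199 of the 994 H3K27ac peaks overlapped an H3K4me3 peak, which is 20.0% (17.7 to 22.6%), against a mean of 0.85 in the shifted lists (SD 1.10, permutation p = 1e-04). Positions were thus shared far more often than by chance, while 1350 H3K4me3 peaks and 795 H3K27ac peaks met no peak of the other mark. When peaks lying within 1 kb of each other were also counted, the shared part of the H3K4me3 list rose to 26.5%, and a reciprocal overlap of 50% lowered it to 5.3%.

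The H3K27ac list was then compared with the H3K27ac MiSeq list, which was labelled with the same cell sample and antibody lot but differed in instrument, read length and the absence of an input, so that the overlap reflects these differences as well as the repeatability of the calls. Only 137 of the 994 H3K27ac peaks overlapped a MiSeq peak, or 13.8% (Wilson 95% confidence interval 11.8 to 16.1%), with 1.79 shared peaks on average in the shifted lists (SD 1.65, permutation p = 1e-04). From the MiSeq side, 108 of 2301 peaks were shared, or 4.7% (3.9 to 5.6%), against 1.60 in the shifted lists (SD 1.33, permutation p = 1e-04). The overlap exceeded that of shifted lists by a factor of 76.4 in the first direction and 67.5 in the second. Requiring a reciprocal overlap of 50% left 1.4% of the H3K27ac peaks shared, and requiring 50% of the shorter peak left 11.1%. Counting peaks within 1 kb of each other raised the share to 27.1%. H3K4me3 peaks met the MiSeq list in 249 of 1542 cases, or 16.1% (14.4 to 18.1%), and 214 of the 2301 MiSeq peaks, or 9.3% (8.2 to 10.6%), met an H3K4me3 peak. Both exceeded the shifted lists, which had means of 3.50 (SD 2.32) and 3.03 (SD 1.88) shared peaks (permutation p = 1e-04 each). Under the reciprocal criterion 2.6% of the H3K4me3 peaks met a MiSeq peak. That criterion asks for 50% of the longer peak. The median width was 342.0 bp for MiSeq peaks, 143.0 bp for H3K27ac and 156.0 bp for H3K4me3. A narrow peak wholly inside a MiSeq peak can therefore fail, and the low reciprocal shares with the MiSeq list reflect width as well as position. A total of 62 H3K4me3 peaks overlapped both H3K27ac lists, and 1163 overlapped neither.

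**Figure D1:**
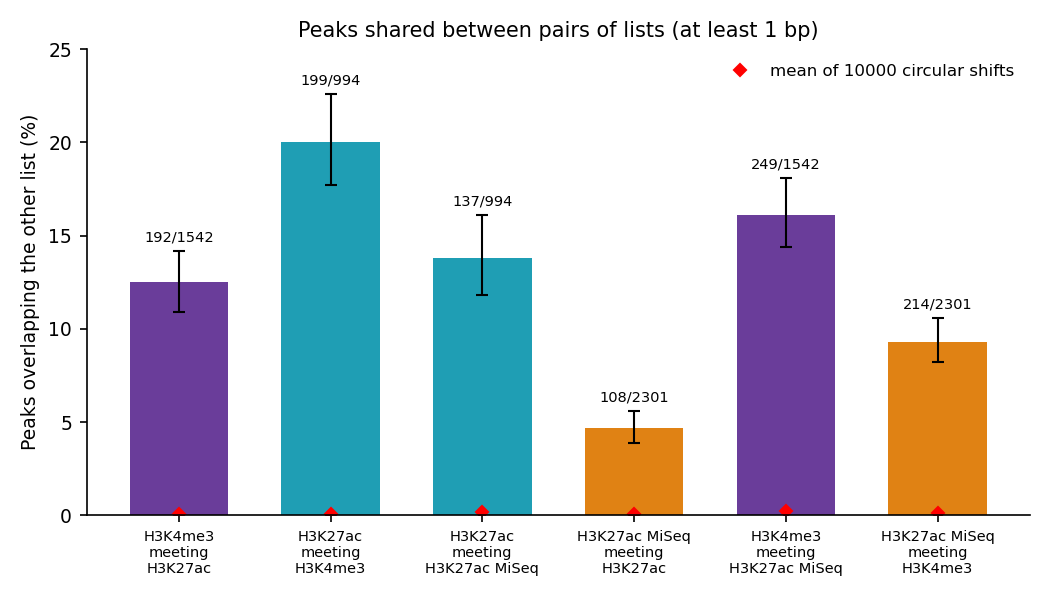
Share of the peaks of one list (percent, vertical axis) that overlap a peak of another list by at least 1 bp, for the 6 ordered pairs of lists, with Wilson 95% confidence intervals as error bars and the mean of 10000 circular shifts as red diamonds. The largest share is 20.0% (H3K27ac peaks meeting H3K4me3), the smallest is 4.7% (H3K27ac MiSeq peaks meeting H3K27ac), and every share lies above its diamond.

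The paper describes the average H3K4me3 profile around the transcription start site as sharper than that of H3K27ac. The widths of called peaks were examined next. They are a different measure and do not test that description. The median peak width was 156.0 bp for H3K4me3 (interquartile range 134.0 to 237.8), 143.0 bp for H3K27ac (128.0 to 181.0) and 342.0 bp for H3K27ac MiSeq (241.0 to 529.0). H3K4me3 peaks were wider than H3K27ac peaks by 13.0 bp in the median (permutation p = 1e-05, the smallest possible). This ordering depended on the list and on the FDR. Against the MiSeq list the difference in medians was -186.0 bp, and with peaks of an FDR of at most 5% it was -33.0 bp, both with a permutation p of 1e-05. The MiSeq tags were also longer, at 72 bp against 43 bp for H3K4me3, so mark and method are not separated there. The 392 H3K27ac peaks within that limit had a median width of 189.0 bp (interquartile range 153.0 to 256.5).

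**Figure D2:**
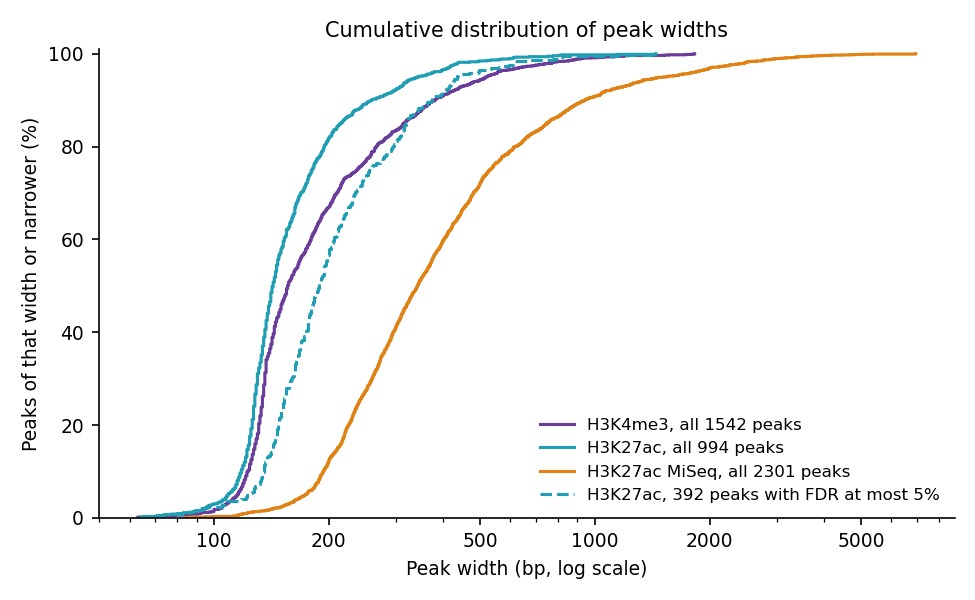
Cumulative distribution of peak width (bp, log scale) as the percent of peaks of that width or narrower, for all peaks of the 3 lists (solid lines) and for the 392 H3K27ac peaks with an FDR of at most 5% (dashed line). The H3K27ac curve lies left of the H3K4me3 curve (medians 143.0 and 156.0 bp), the dashed curve has a median of 189.0 bp, and the MiSeq curve lies furthest right at 342.0 bp.

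To see how the marks were spread over the karyotype, peaks were divided between macrochromosomes and microchromosomes. Microchromosomes held 586 of 1540 H3K4me3 peaks on assembled chromosomes, or 38.1% (Wilson 95% confidence interval 35.7 to 40.5%). They held 334 of 994 H3K27ac peaks, or 33.6% (30.7 to 36.6%), and 666 of 2293 H3K27ac MiSeq peaks, or 29.0% (27.2 to 30.9%). The odds of lying on a microchromosome were 1.21 times higher for H3K4me3 than for H3K27ac peaks (Fisher's exact test, p = 0.025). This difference was no longer detectable once peaks within 1 kb of each other were merged, when the odds ratio was 1.13 (Fisher's exact test, p = 0.24). Against the MiSeq list the odds ratio was 1.5 (Fisher's exact p = 6.6e-09). The 2 H3K27ac lists also differed from each other, with an odds ratio of 1.24 (Fisher's exact p = 0.01), which is as large as the difference between the marks.

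Whether peaks carrying both marks were stronger than peaks of a single mark was tested within each list. H3K4me3 peaks shared with H3K27ac had a median fold enrichment of 11.87 (interquartile range 9.76 to 14.84, 192 peaks), against 10.39 for the other 1350 (8.91 to 11.87). The difference of 1.48 had a permutation p of 2e-05 (adjusted p = 4e-05 over 6 tests). In size it equals what 1 tag adds over the genome-wide background in this list. The shared H3K4me3 peaks also held more tags, with medians of 24.50 and 13.00, and were wider, with medians of 246.50 and 152.00 bp (adjusted p = 3e-05 each, permutation test). For H3K27ac, the median fold enrichment was 8.33 in the 199 shared peaks (7.91 to 9.93) and 8.71 in the remaining 795 (7.84 to 10.05), a difference that was not detectable (permutation p = 0.24, adjusted p = 0.24). Shared H3K27ac peaks had slightly more tags, with medians of 15.00 and 13.00 (adjusted p = 0.015, permutation test), and were wider, at 152.00 and 141.00 bp (adjusted p = 0.0048). Replacing fold enrichment by the score gave a positive difference in both lists, 52.38 for H3K4me3 (permutation p = 1e-05) and 4.52 for H3K27ac (p = 5.5e-04). A wider peak has a greater chance of overlapping, which these tests do not remove.

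Across shared peaks, fold enrichment in one list was a poor guide to fold enrichment in another. Over 176 pairs of overlapping H3K4me3 and H3K27ac peaks, Spearman's rho was 0.09 (permutation p = 0.22, adjusted p = 0.36 over 6 tests) and Pearson's r of the log2 values was 0.26 (p = 6.2e-04, adjusted p = 0.0019). Without the 2 pairs furthest from the median H3K4me3 value, r was 0.14 (permutation p = 0.068), so the linear relation was weaker and no longer detectable. For the 106 pairs between the 2 H3K27ac lists, rho was -0.09 (p = 0.36) and r was -0.10 (p = 0.28). After leaving out 2 pairs in the same way, r was -0.18 (permutation p = 0.065). For 210 pairs of H3K4me3 and MiSeq peaks, rho was -0.06 (p = 0.36) while r was -0.39 (p = 1e-05, adjusted p = 6e-05), and r was -0.37 after the same omission. These correlations are across peaks, which are not independent replicates. The values depended on the setting. With tag counts in place of fold enrichment, r for H3K4me3 with the MiSeq list went from -0.39 to 0.62 (permutation p = 1e-05), and rho for the 2 H3K27ac lists went from -0.09 to 0.38 (permutation p = 8e-05).

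Finally, peaks were located around 28 Mb on chromosome Z, a region of high salt solubility in these cells that contains the male hypermethylated (MHM) locus. Within 1 Mb of this position, the H3K4me3 list had 12 peaks, all between 27928136 and 27972335, a span of 44.2 kb. The H3K27ac list had 6 peaks between 27928832 and 27972489. The MiSeq list also had 6, between 27911418 and 27972483. The largest H3K4me3 peak there, at 27928828 to 27930560, held 832 tags at a fold enrichment of 5.43, and overlapped an H3K27ac peak at 27928832 to 27930278 with 527 tags at a fold enrichment of 3.06. Both lay within a MiSeq peak at 27927827 to 27931659 with 884 tags at a fold enrichment of 6.36. The 12 H3K4me3 peaks had fold enrichments of 4.55 to 11.82 and contained 5.0% of all tags in H3K4me3 peaks. The 6 H3K27ac peaks had fold enrichments of 2.74 to 7.05 and contained 6.5% of the tags in H3K27ac peaks. Of these 6, the peaks at 27947351 to 27947480 and 27952724 to 27953475 had FDRs of 14.42% and 14.41%. The 6 MiSeq peaks had fold enrichments of 3.2 to 21.6 and contained a smaller share, 1.5%, of the tags in MiSeq peaks. Most of these peaks fell below the median fold enrichment of their list, and with only peaks at or above it 1 H3K4me3 peak, 0 H3K27ac peaks and 1 MiSeq peak remained in the region. Merging peaks within 1 kb reduced the 12 H3K4me3 peaks to 7 regions. The paper attributes dips in its profiles of both marks in this region to missing genome sequence. No genome was used here, so breaks between these peaks cannot be read as breaks in the marks.

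**Figure D3:**
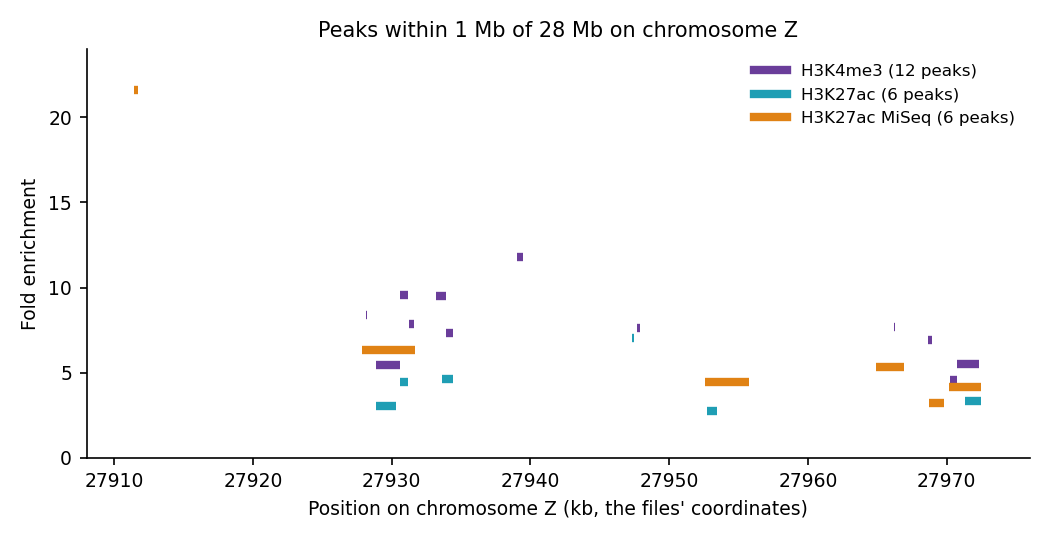
Peaks within 1 Mb of 28 Mb on chromosome Z, drawn from start to end (kb, horizontal axis) at their fold enrichment (vertical axis), for H3K4me3 (12 peaks), H3K27ac (6 peaks) and H3K27ac MiSeq (6 peaks). All peaks but one MiSeq peak, which starts at 27911418 with a fold enrichment of 21.6, lie between 27927827 and 27972489.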

Values the study reported

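The study reported that more than 65 % of the ChIP reads were mapped to galGal3. On chromosome Z, it placed a region of very high enrichment in salt-soluble chromatin near position 28,000,000. Of the genes in its highest expression class, it located 43 % on microchromosomes and 56 % on macrochromosomes. It described the H3K4me3 profile as peaking 0.5 to 1.5 kb downstream of the transcription start site.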

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

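The effect of sharing on fold enrichment differed between the H3K4me3 and H3K27ac lists. Shared H3K4me3 peaks exceeded the unshared ones by 1.48 in median fold enrichment, whereas the same difference in H3K27ac was -0.38, a gap of 1.86 between the lists. Permuting the list labels within shared and within unshared peaks, after centring each list, gave p = 1e-05, the smallest possible with 100000 permutations. There was 1 library per mark, so this compares 2 lists of peaks and not 2 groups of animals. A pair of technical explanations was tested, with predictions written after the result was seen. If the many H3K27ac peaks of high FDR were responsible for the whole gap, it would vanish when both lists were limited to an FDR of 5%. It was then 1.61 (permutation p = 4e-04). Under that limit the H3K27ac difference went from -0.38 to 0.00 (permutation p = 1). The difference of -0.38 was itself not detectable (permutation p = 0.24), so no cause can be given for its sign. All of the remaining gap came from the H3K4me3 list, in which every peak passes the limit and only the set of shared peaks changes, from 192 to 109. The other explanation was the unit of fold enrichment, since 1 tag adds 1.48 over the genome-wide background in H3K4me3 and 1.19 in H3K27ac. In tags over that background the gap was 1.32 (permutation p = 1e-05), but this rescaling multiplies each list by a positive constant and cannot close a gap between differences of opposite sign. A constant unit per list can therefore change the size of the gap but cannot by itself create the opposite signs. Depth and the input shared by both lists were not tested as causes of this gap. With the score in place of fold enrichment the H3K27ac difference was 4.52, so the sign in that list depends on the measure. The gap cannot be assigned to biology from these lists.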

How the results depend on the processing

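The alternatives were written down before the processed files arrived, except the limit of 5% on the FDR. Of 128 rows of results under an alternative setting, 97 were classed as the same, a class that lets the value itself move. It includes the number of H3K4me3 peaks with merging within 1 kb, which went from 1542 to 1050. Some rows could hardly change, so the count overstates how far the results were tested. Limiting to assembled chromosomes removed 2 H3K4me3, 0 H3K27ac and 8 MiSeq peaks. The FDR limit removed no H3K4me3 peak, and random placement leaves the share itself unchanged. All 52 rows on overlap stayed above the shifted or randomly placed lists, although the shares themselves moved.

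The order of the widths held under some settings and reversed under others. H3K4me3 minus H3K27ac was 26.0 bp with peaks at or above the median fold enrichment. It was 22.0 bp with peaks within 1 kb merged and 13.0 bp on assembled chromosomes only, a setting that removes almost no peaks. It reversed to -186.0 bp with the MiSeq list in place of the H3K27ac list, and to -33.0 bp with an FDR of at most 5%. Every H3K4me3 peak passes that limit, so the second change is only the H3K27ac median rising from 143.0 to 189.0 bp. The H3K27ac peaks kept were wider by 57.0 bp in the median than those removed (permutation p = 1e-05, prediction written after the reversal was seen), which restates the reversal and does not test its cause.

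The microchromosome difference was no longer detectable under 3 settings. By Fisher's exact test, the odds ratio was 1.18 with microchromosomes counted from 11 (p = 0.069), 1.13 with peaks within 1 kb merged (p = 0.24) and 1.21 with an FDR of at most 5% (p = 0.11). Merging removes repeated calls in one place, and the last setting leaves fewer peaks.

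For H3K27ac, shared minus unshared peaks reversed to 4.52 with the score and to 2 with the tag count. Both measures grow with peak width, whereas fold enrichment is taken at the summit.

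The rank correlations of fold enrichment were the least stable results. With a reciprocal overlap of 50%, which keeps fewer pairs, rho was 0.27 for H3K4me3 with H3K27ac (permutation p = 0.016). It was 0.03 for the 2 H3K27ac lists (permutation p = 0.92) and -0.45 for H3K4me3 with the MiSeq list (permutation p = 0.004). With tag counts rho was 0.22, 0.38 and 0.34 in the same order. With the score, rho was 0.02 for the 2 H3K27ac lists (permutation p = 0.87) and 0.19 for H3K4me3 with the MiSeq list (permutation p = 0.0059). Pearson's r also changed sign, to 0.01 with the score (permutation p = 0.93) and 0.60 with tag counts for the 2 H3K27ac lists. For H3K4me3 with the MiSeq list it went to 0.14 and 0.62. With a reciprocal overlap of 50% r was negative for these pairs of lists, at -0.30 (permutation p = 0.29) and -0.62 (permutation p = 9e-05). For the 2 H3K27ac lists, only tag counts gave a detectable correlation, so the other values of either sign there show no relation. For H3K4me3 with H3K27ac r stayed positive, at 0.40 with that overlap, 0.15 with the score and 0.40 with tag counts. A tag count grows with the width of the peak and with the local background, which may raise both members of a pair.

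Keeping only peaks at or above the median fold enrichment of their list left 929 H3K4me3, 497 H3K27ac and 1152 MiSeq peaks, with median widths of 178.0, 152.0 and 265.0 bp. The H3K4me3 list is not halved because many of its peaks tie at the median. An FDR of at most 5% left 392 H3K27ac peaks, and merging within 1 kb raised the median H3K4me3 width to 166.0 bp. Peaks in the chromosome Z region nearly disappeared with the limit at the median fold enrichment, from 12 to 1 for H3K4me3, from 6 to 0 for H3K27ac and from 6 to 1 for MiSeq. These peaks have many tags, but their fold enrichments are mostly below the median of their list. Merging within 1 kb turned the 12 H3K4me3 peaks there into 7 regions.

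Planned comparisons with transcription start sites were not run, because no annotation of the assembly was at hand. With 1 library per group, no replicate could be left out. The replicate block was not run because no group had more than 1 sample. The median peak rested on 14 tags in the 2 lists with an input, which limits the precision of any single peak.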

Other observations

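The H3K27ac list shared fewer peaks with the second H3K27ac list than with H3K4me3. Among H3K27ac peaks, 141 met an H3K4me3 peak but no MiSeq peak, and 79 met a MiSeq peak but no H3K4me3 peak (exact McNemar test, p = 3.5e-05), although the MiSeq list covers 1184.6 kb and the H3K4me3 list 337.9 kb. A candidate explanation is the input library that the H3K4me3 and H3K27ac lists share, since both take their local background from it. A thin place in the input cannot lower the genome-wide background. The fold enrichment of 49.2% of H3K4me3 peaks and 39.3% of H3K27ac peaks was a whole number of tags over that background. A shared input predicts a much smaller excess of overlap for H3K4me3 with the MiSeq list. That excess was 0.33 of the excess of H3K4me3 with H3K27ac, below the limit of 50% set beforehand. The prediction was met, but the MiSeq peaks are also wider and more numerous, which raises the overlap expected from shifted lists and lowers the same quotient. A shared input therefore cannot be told apart from these differences, nor from true sharing of the 2 marks. The H3K4me3 peaks that met the MiSeq list (16.1%) cannot come from a shared input.

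The MiSeq list was the longest although its library was the shallowest, with 0.44 times the retained tags of the H3K27ac library, so depth does not account for its length. The missing input is a candidate cause. It predicts that the MiSeq peaks of highest fold enrichment would be absent from the lists with an input. Of the 50 highest, all with a fold enrichment of at least 33.11, 3 (6.0%) overlapped a peak of either list, against 267 of the other 2251 (11.9%). This is in the predicted direction but within sampling error (Fisher's exact test, p = 0.27). The 50 were also narrower, with a median width of 230.0 bp against 346.0 bp, which by itself lowers the chance of overlap. A cluster of 41 MiSeq peaks lay on chromosome Z between 71601270 and 71876482, where the H3K27ac list had 0 peaks and the H3K4me3 list had 1.

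Weak calls may explain part of the low overlap of H3K27ac with H3K4me3. H3K27ac peaks with an FDR of at most 5% met an H3K4me3 peak in 99 of 392 cases (25.3%), and those above it in 100 of 602 (16.6%), with an odds ratio of 1.70 (Fisher's exact test, p = 0.0011). The prediction was written beforehand. Overlap with the MiSeq list moved in the same way, from 9.6% to 20.2% (odds ratio 2.37, Fisher's exact test, p = 5e-06). The peaks within the limit were also wider, with a median of 189.0 bp against 132.0 bp. A wider peak has a greater chance of overlapping, so these comparisons cannot separate FDR from width. Most peaks within the limit still met neither list, so a high FDR does not account for all of the difference.

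The fragment length that MACS estimated, d, was close to the length of the tags in every list. It was 46 bp for tags of 43 bp in H3K4me3, 45 bp for tags of 47 bp in H3K27ac and 73 bp for tags of 72 bp in the MiSeq list, whereas the labels give fragments of 200 bp. A d this short could cut one enriched region into several peaks. Gaps under 200 bp between neighbouring peaks numbered 325 in H3K4me3, 123 in H3K27ac and 139 in the MiSeq list, against means of 2.73, 0.47 and 5.21 when the same peaks were placed at random 1000 times (permutation p = 1e-03 each, the smallest these placements can give). The excess was predicted before the test, but a broad region with real gaps would give it as well, so the lists cannot separate the 2 explanations. Merging peaks within 1 kb turned the 1542 H3K4me3 peaks into 1050 regions and the 994 H3K27ac peaks into 723, which matters for any count of peaks.

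Clusters were examined as a source of the microchromosome difference. With peaks within 100 kb merged, 253 of 790 H3K4me3 regions (32.0%) and 156 of 539 H3K27ac regions (28.9%) lay on microchromosomes, and Fisher's exact p was 0.25 (odds ratio 1.16). The prediction was written after the numbers of peaks per chromosome had been seen. The odds ratio moved only from 1.21 to 1.16, while merging left fewer units to compare. The higher p-value may reflect that loss, so the test cannot decide whether several calls in the same places cause the difference. The densest 100-kb bins of H3K27ac were on chromosome 14 from 12700001 (19 H3K27ac, 2 H3K4me3 and 7 MiSeq peaks), on chromosome 1 from 107500001 (18, 6 and 2) and on chromosome 27 from 3000001 (15, 3 and 3). Those of H3K4me3 were on chromosome 16 from 200001 (16 H3K4me3, 4 H3K27ac and 2 MiSeq peaks) and on chromosome 22 from 500001 (15, 9 and 2).

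Fold enrichment was a coarse measure in the lists with an input. If every peak were judged against the genome-wide background, its fold enrichment times that background would be a whole number of tags. This held for 49.2% of H3K4me3 peaks, 39.3% of H3K27ac peaks and 9.3% of MiSeq peaks, where rounding alone would give at most 0.9%. Over all lists the share was 28.2%, less than the majority that was predicted after the ties had been noticed, so many peaks were judged against a local background. The 4 H3K4me3 peaks tied at the top fold enrichment of 23.75 each correspond to a summit of 16 tags. Rankings by fold enrichment at the top of these lists may therefore rest on a single tag.

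The H3K27ac MiSeq list had 23 peaks on chromosome W, between 7952 and 239306. The H3K27ac list had 1 peak there and the H3K4me3 list had 0. The share of peaks on W differed between the 2 H3K27ac lists (Fisher's exact test, p = 0.003), although both were labelled with the same cell sample. A candidate explanation, written down before its test, is that repeated sequence on W gathers tags that an input would have cancelled. It predicts a higher fold enrichment on W, and the median there was 10.48 against 8.56 for the other MiSeq peaks, a difference of 1.92 (permutation p = 0.028). The design offers no group that would test a biological explanation. Contrasting instruments, read lengths and possibly aligners accompany the missing input, and their effects cannot be separated.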
